A study of Mus musculus with 23 samples. Its data were reported in "Gene Expression Profiling Reveals that PXR Activation Inhibits Hepatic PPARα Activity and Decreases FGF21 Secretion in Male C57Bl6/J Mice" (2019).

How the data were processed

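Gene expression was measured in the ileum of male mice with single-colour Agilent oligonucleotide arrays, 1 array per mouse. Wild-type (WT) mice of the C57BL/6J strain were bought at 6 weeks of age, and mice without the gene for the pregnane X receptor (*Pxr*-/-, gene symbol *Nr1i2*) had been bred in house for 10 years. Genotype was therefore confounded with breeding origin in all comparisons. The treatment was pregnenolone 16α-carbonitrile (PCN), a rodent ligand of the receptor, dissolved in corn oil and injected into the abdomen once a day on 4 days (100 mg/kg), with the oil as control (CONT). Tissue was taken at ZT 6, when 6 h had passed since the final dose. Per the labels, 6 mice were allocated to each group, and 23 arrays were deposited, 5 of them from WT PCN and 6 from each of the other groups. The labels place the arrays in 2 wash batches, and the scanner records place them on 8 slides scanned on 1 day.

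Cy3-labelled cRNA was made from 150 ng of total RNA and scanned by the authors. The scanner values are intensity per the file headers, that is, the linear brightness of each spot without background subtraction. The table deposited by the authors holds log2 values of 37161 probes. The study's methods give its steps as a filter on the median signal, the log2 scale, a correction for wash batch and CrossNorm normalization, listed in this order, without the filter rule or the grouping used for CrossNorm. When checked, all columns of that table held the same set of values (largest difference between quantiles 0), and they had a Spearman correlation of 0.9995 to 0.9997 and a slope of 0.975 to 1.03 with the log2 median signal of the same array. These correlations were across probes, which are not independent replicates.

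The values used here started from the median signal of each spot. Control spots and spots that the scanner software marked as outliers were left out, the values were put on the log2 scale, spots of the same probe were averaged, and the 23 arrays were quantile normalized. Of the 62976 spots per array, 59305 were not controls, and these gave 56605 probes. A probe was tested when it was well above background, by the scanner software's own call, on at least 50% of the arrays of at least 1 group, which left 37591 probes. 61 probe values were missing. Probes were assigned to mouse symbols through a reference gene table, 32994 by transcript accession, 10224 by the gene name on the array and 520 by an older name, and 12867 had no match. The tested probes covered 17727 genes, and 6705 tested probes had no symbol. Probe positions are those of the array annotation on build mm9. Whether a probe lies in an exon or an untranslated region was not analysed here.

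Comparisons were made with limma 3.58.1 in R 4.3.3 (data.table version 1.17.8), with the 4 groups and the wash batch as terms and moderated tests (eBayes), 2-sided. A single fit to all 23 arrays gave 5 contrasts: WT PCN minus WT CONT, *Pxr*-/- PCN minus *Pxr*-/- CONT, the difference between these PCN effects (the interaction), *Pxr*-/- CONT minus WT CONT, and *Pxr*-/- PCN minus WT PCN. P-values were adjusted by Benjamini-Hochberg over the probes of each contrast. A probe was called at an adjusted p of at most 0.05 and a fold change above 1.5, and a gene was counted when at least 1 of its probes was called. The number of arrays, 5 or 6 per group, limits the precision, with a median standard error (SE) of 0.0974 to 0.141 on the log2 scale.

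Genes were named by a rule. It took *Nr1i2*, the 5 called genes with the largest change in each direction for PCN in WT, the 3 with the largest change in each direction for each other contrast, *Cyp3a11*, *Cyp2c55*, *Cyp2b10*, *Fgf21*, *Ppara* and *Gdf15* whatever they showed, and up to 15 genes of the xenobiotic, PXR and PPARα lists called for PCN in WT. The value of a gene is that of its tested probe with the highest mean signal. Where a probe was not above background on any array of a group, the change is given as "at least", from the mean of the brighter group over the mean of the dimmer group, taking on each array the higher of that array's floor (its lowest value well above background) and the probe's own value. Probes of *Cyp2b* and *Cyp3a* genes may bind transcripts of related genes, which was not separated.

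Gene lists were tested with camera, a competitive test, at a preset correlation of 0.01, with 1 probe per gene, and with fry and camera with an estimated correlation beside it. There were 22 lists: xenobiotic-metabolizing enzymes and transporters, the Cyp3a, Cyp2c, Gst, Ugt and Ces families, Abc transporters, genes the study names in liver as induced through PXR, PPARα targets the study names in liver, lipogenesis, cholesterol synthesis and transport, mitosis, clock, ileal bile acid genes, microbiota-responsive genes, B cells and Peyer patches, smooth muscle, adipose, pancreatic acinar, proximal small intestine, colon, and genes that differ between C57BL/6 substrains. Another 5 lists (mesothelium, keratinocytes, fibroblasts, macrophages and neutrophils) were added after the data had been seen. P-values were adjusted over the 110 tests of the 22 lists and, apart from them, over the 25 tests of the added lists. That the added lists form their own family was settled after a look at both ways. Principal components were computed on the tested probes after removal of the wash batch, and scores were compared by 2-sided exact permutation tests, 16 in all. Enrichments used 1- or 2-sided Fisher exact tests as stated, with all tested genes as background.

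The groups, the contrasts, the thresholds, the 22 lists, the rule for named genes and most alternatives were chosen before the data were examined. The alternatives were normexp background correction (offset 50) of the mean signal followed by quantile normalization, the processed signal scaled to the 75th percentile, CrossNorm, centring on the median, the values deposited by the authors, no filter or a stricter filter on dim probes, no wash batch term, slide as a fixed or a random block, the replicate number as a block, each array left out in turn, array weights, a trended and robust spread, a fit to the groups of the contrast alone, 1 probe per gene, and no fold threshold. A fit with the B cell score as a covariate was added after the data had been seen. Each count of genes was also compared with 100 splits of the arrays, the real one included.

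The procedure was tested on simulated data made from these arrays, with 200 of 37557 probes changed. The changes put in were 1 or 2 on the log2 scale, with noise drawn independently for each probe. The procedure recovered 96.5% of the changed probes for PCN in WT, 97% for PCN in *Pxr*-/- and 90.5% for the interaction. For the interaction, changes of 1 were recovered at 83%. There were 10 false calls or fewer per contrast, and 1 changed probe in all had an estimate of the wrong sign. Smaller changes and noise shared between probes were not simulated, so recovery and false calls may be worse in the real data. The liver arrays of the study and its other parts of the gut were not analysed here. The result of 1 gene is not reported here.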

Results

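The data comprised 23 array profiles of the ileum from male mice, 6 of WT CONT, 5 of WT PCN, 6 of *Pxr*-/- CONT and 6 of *Pxr*-/- PCN. PCN is a steroid that activates the mouse pregnane X receptor (PXR), which controls genes for the metabolism of foreign compounds. Wash batch 1 held 3, 2, 3 and 3 arrays of these groups, and wash batch 2 held 3 of each. The median spot signal lay between 74 and 106.5 on the linear scale, with group means of 94.8 ± 3.95 (SD, n = 6), 91.2 ± 4.87 (n = 5), 90.4 ± 10.6 (n = 6) and 92.2 ± 9.48 (n = 6). The median local background lay between 19 and 28.5. Between 60.9% and 67.3% of the probes were well above background, with group means of 62.7% to 64.8%. At most 2 spots per array were saturated. The median correlation of an array with the others of its group was 0.990 to 0.994, across probes, which are not independent replicates. The probes for the Y-chromosome genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were above background on all 23 arrays, and the probe for *Xist* was on 0.

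The gene removed in the *Pxr*-/- mice was examined before all others. *Nr1i2* has 1 probe (A_51_P266958, chromosome 16, 38248745 to 38248804, mm9), which was above background on all 23 arrays. Its log2 signal was 12.14 ± 0.23 (SD, n = 6) in WT CONT, 12.19 ± 0.38 (n = 5) in WT PCN, 11.72 ± 0.30 (n = 6) in *Pxr*-/- CONT and 11.71 ± 0.17 (n = 6) in *Pxr*-/- PCN. The difference between *Pxr*-/- CONT and WT CONT was -0.41 (SE 0.146, adjusted p 0.336), and 6 of 6 *Pxr*-/- PCN arrays lay under the WT PCN mean (-0.46, SE 0.153, adjusted p 0.327). The difference without PCN ranged from -0.49 to -0.40 over 13 alternatives, with adjusted p from 0.0743 to 0.444. The ranges of the genotypes overlapped, from 11.82 to 12.37 in WT CONT and from 11.42 to 12.27 in *Pxr*-/- CONT, so this probe does not check the genotype labels. PCN changed it by 0.03 in WT (adjusted p 0.966), a value that fell to -0.06 under CrossNorm and to -0.03 when the arrays were centred on their median.

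A principal component analysis addressed how far treatment and genotype separated the arrays as a whole. Component 1 held 18.4% of the variance. PCN moved its score by 28.1 in WT (mean ± SD, 23.2 ± 9.57, n = 5, against -4.92 ± 5.77, n = 6; 2-sided exact permutation p 0.00217, Benjamini-Hochberg adjusted p 0.0116 over 16 comparisons). In *Pxr*-/- mice it moved by 31.3 (8.44 ± 19.2 against -22.9 ± 10.8, n = 6 each; exact p 0.00649, adjusted p 0.0198). Without PCN the genotypes differed by -17.9 on this component (exact p 0.00649, adjusted p 0.0198), and with PCN by -14.8 (exact p 0.154, adjusted p 0.224). The alternative that moved these scores most raised the PCN difference in *Pxr*-/- mice to 45.4. Component 3 (9.49% of the variance) differed between the genotypes by 15.96 without PCN (exact p 0.00866, adjusted p 0.0198) and by 25.6 with PCN (exact p 0.00217, adjusted p 0.0116). It also moved with PCN by 19.5 in *Pxr*-/- mice (exact p 0.00217, adjusted p 0.0116) and by 9.84 in WT (exact p 0.0584, adjusted p 0.104). On component 2 (11.8%) no comparison had an adjusted p at or under 0.05, the lowest being 0.0693 for PCN in WT. On component 4 (8.21%) the genotypes without PCN differed by 12.0 (exact p 0.00866, adjusted p 0.0198), and the other 3 comparisons had adjusted p of 0.293 to 0.524.

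**Figure D1:**
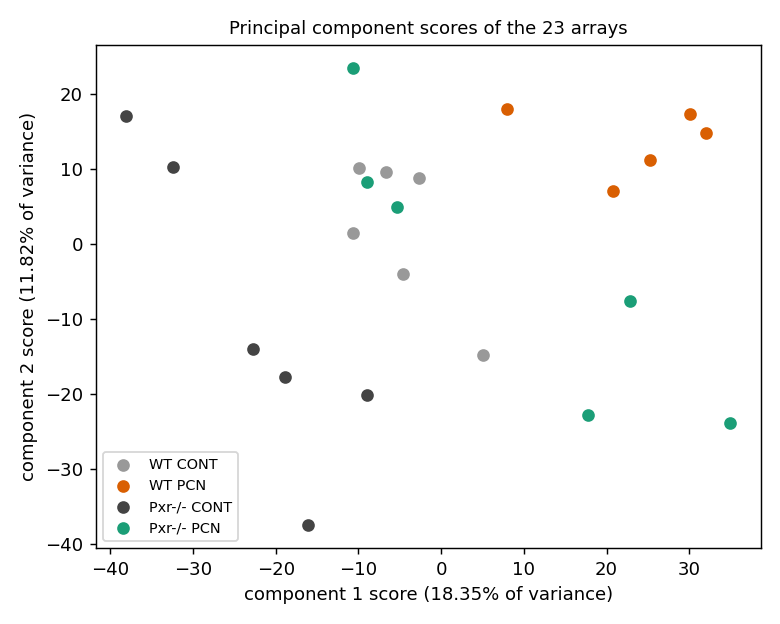
Scores of the 23 arrays on component 1 (x axis, 18.35% of the variance) and component 2 (y axis, 11.82%), 1 point per array, coloured by group. The PCN groups lie at higher component 1 scores than the CONT groups of the same genotype, by 28.1 in WT and 31.3 in *Pxr*-/- mice.

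The effect of PCN in WT mice answered which ileal genes respond to the ligand when its receptor is present. PCN changed 205 genes, 176 of them up and 29 down (259 probes called, 486 probes at an adjusted p of at most 0.05 and 4441 at an unadjusted p of at most 0.05). Dropping the fold threshold moved this count most, to 387, and leaving out single arrays gave 160 (without WT PCN replicate 2) to 224. Under CrossNorm 149 genes were called, 106 up and 43 down. The number of decreases was less stable than the total, with 11 without WT CONT replicate 3, 14 without WT PCN replicate 2 or 5, and 9 with the B cell score as a covariate. The direction was the same within both wash batches for 186 of the 186 genes whose brightest probe was called, with a median absolute change of 0.86 in all arrays, 0.88 within batch 1 and 0.90 within batch 2 (log2). Such counts add little, here and in the comparisons below, because genes chosen for their effect over both batches would mostly keep their direction.

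The largest increase was that of *Cyp2b10* (chromosome 7, 26711522 to 26711581), from 6.92 ± 0.69 (SD, n = 6) to 11.52 ± 1.06 (n = 5), a change of 4.61 (SE 0.359, adjusted p 9.52e-08) with 5 of 5 PCN arrays above all CONT arrays. Its other probe was also called, with a smaller change of 2.56. *Cyp2b9* (chromosome 7, 26995607 to 26995666) rose by 4.08 (SE 0.294, adjusted p 4.1e-08), *Cyp3a41a* (chromosome 5, 146505792 to 146505851) by 3.96 (SE 0.406, adjusted p 7.42e-06), *Defb39* (chromosome 8, 19052918 to 19052977) by 3.79 (SE 0.42, adjusted p 1.59e-05) and *Cyp3a16* (chromosome 5, 146197274 to 146197333) by 3.76 (SE 0.35, adjusted p 1.63e-06), each with 5 of 5 PCN arrays above all CONT arrays. *Cyp3a11* (chromosome 5, 146672058 to 146673925) rose from 8.38 ± 0.89 to 11.92 ± 0.62, by 3.53 (SE 0.321, adjusted p 1.21e-06), and *Cyp2c55* (chromosome 19, 39116674 to 39116733) from 11.51 ± 0.89 to 15.08 ± 0.65, by 3.51 (SE 0.469, adjusted p 0.000155; other probe 3.52, also called). The cross-hybridization between probes of related *Cyp2b* and *Cyp3a* genes is unknown. The other genes of the xenobiotic list named by the rule were *Cyp3a44*, *Ces2a*, *Cyp3a59*, *Cyp3a57*, *Cyp3a25*, *Gstm3*, *Gsta2*, *Abcb1b* and *Ugt2a3*, which rose by 1.59 to 3.25, each with 5 of 5 PCN arrays above all CONT arrays (adjusted p 9.52e-08 to 0.00299).

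The largest decreases in WT were those of *Bhmt* (chromosome 13, 94386862 to 94386921), which fell by 2.13 (SE 0.37, adjusted p 0.00264; 5 of 5 PCN arrays under all CONT arrays; other probe -1.12, also called), and *Galr2* (chromosome 11, 116144714 to 116144773), which fell by 1.34 (SE 0.159, adjusted p 3.71e-05; 5 of 5). *Retnla* (chromosome 16, 48844447 to 48844506; -1.34, adjusted p 0.0297), *Rdh16* (chromosome 10, 127252579 to 127252638; -1.15, adjusted p 0.0219) and *4930581F22Rik* (chromosome 9, 34938381 to 34938440; -1.10, adjusted p 0.0337) were lower than the CONT mean on 5 of 5 PCN arrays. Each of these 3 calls was lost when 1 of several single arrays was left out, with adjusted p up to 0.112 (*Retnla*, without WT PCN replicate 2), 0.0695 (*Rdh16*, without WT PCN replicate 5) and 0.105 (*4930581F22Rik*, without WT CONT replicate 5). Over 13 alternatives these calls were lost under 2, 1 and 2, with adjusted p up to 0.07, 0.0728 and 0.0586. The other probe of *4930581F22Rik* was not called (0.02). *Ppara* changed by 0.37 (adjusted p 0.375) and *Gdf15* by 0.00 (adjusted p 0.999), with *Gdf15* at -0.07 under CrossNorm and -0.03 after centring on the median. The probe for *Fgf21* was above background on 0 arrays, so no change was detectable for it.

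Of the genes called for PCN in WT, 28 of 186 (15.1%) belonged to the list of xenobiotic-metabolizing enzymes and transporters, against 192 of the 17727 genes tested (1.08%; odds ratio 18.8, 2-sided Fisher exact p 3.93e-24, adjusted p 9.83e-24 over 5 comparisons). All 28 were higher with PCN, by 0.73 to 4.61, and 30 were higher when p-values were adjusted over the list alone. The median change over the 192 genes was 0.10 and the mean 0.37 (123 higher, camera adjusted p 5.07e-13), with the median between 0.02 and 0.14 over the alternatives. The Cyp3a family rose most among the families (median 2.85, 8 of 8 genes higher, 7 called over all genes and 7 adjusted over the list alone, camera adjusted p 2.6e-23). The medians were 0.34 for the Ugt family (adjusted p 1.1e-08), 0.30 for the Ces family (adjusted p 4.55e-06), 0.24 for the Cyp2c family (adjusted p 4.8e-05) and 0.21 for the Gst family (adjusted p 7.39e-08). That of the Abc transporters was 0.01 (mean 0.19, adjusted p 0.00131) and turned to -0.06 under CrossNorm and -0.02 after centring on the median. The 6 genes the study names in liver as induced through PXR had a median of 0.07 and a mean of 1.11 (adjusted p 0.00244), with *Cyp2c55* and *Cyp3a11* the 2 called.

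**Figure D2:**
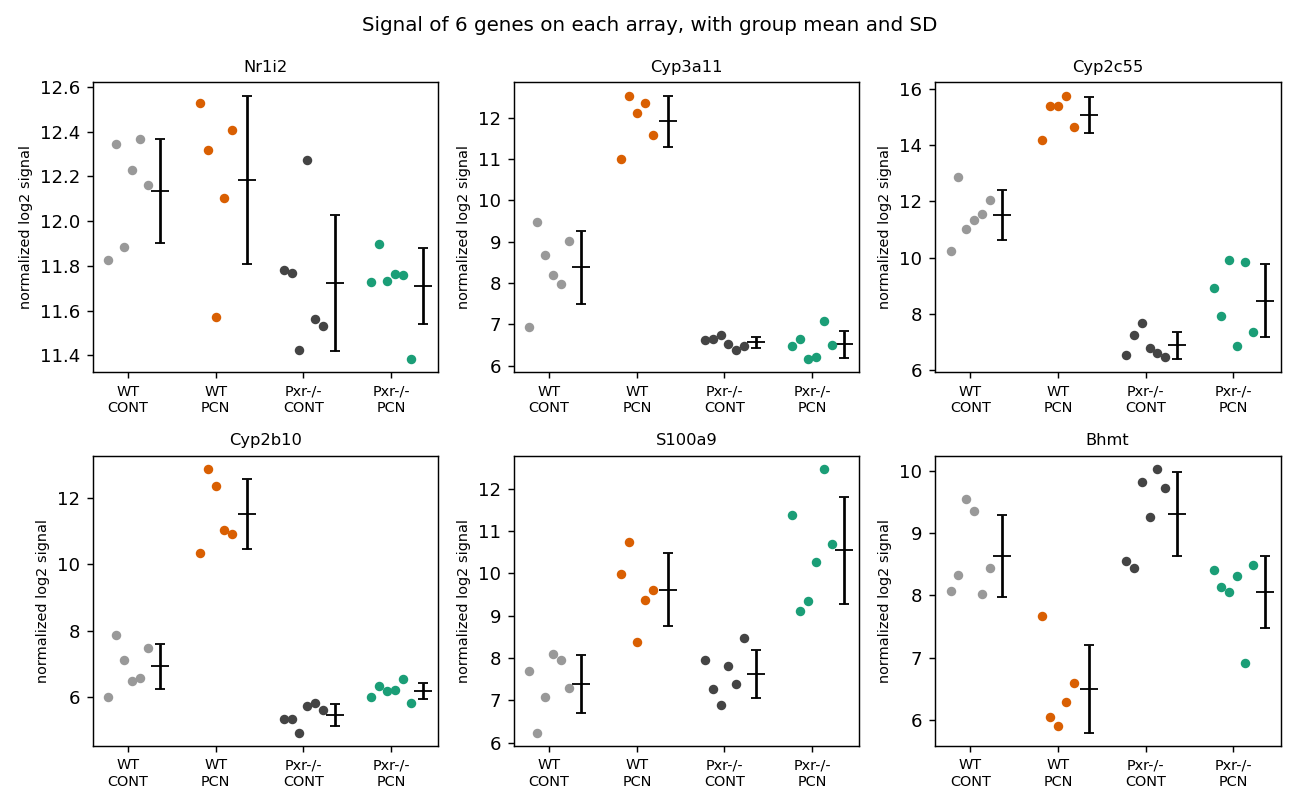
Normalized log2 signal (y axis) of 6 genes in the 4 groups (x axis), 1 point per array, with the group mean and SD beside the points. *Cyp3a11*, *Cyp2c55* and *Cyp2b10* are higher on 5 of 5 WT PCN arrays than on all WT CONT arrays, while the ranges of *Nr1i2* overlap between the genotypes.

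Other lists past the threshold for PCN in WT were cholesterol synthesis and transport (median 0.23, 13 of 14 genes higher, adjusted p 2.78e-07), mitosis (-0.17, adjusted p 0.0274), B cells and Peyer patches (1.19, 8 of 8 higher, adjusted p 5.01e-06), smooth muscle (0.26, adjusted p 0.0471) and, among the lists added later, neutrophils (0.71, adjusted p 0.000302), macrophages (0.30, adjusted p 0.0129) and fibroblasts (0.34, adjusted p 0.0163). In the B cell list limma called 0 genes over all genes and 6 adjusted over the list alone, and 6 of the 8 had an unadjusted p under 0.05. Its median was 0.76 without WT PCN replicate 3. The mitosis call was lost without WT PCN replicate 2 (median -0.10, adjusted p 0.179) and held in 19 of 23 fits with 1 array left out (adjusted p up to 0.207). The smooth muscle call was lost without WT PCN replicate 4 (median 0.24, adjusted p 0.212) and 7 other arrays (held in 15 of 23 such fits). Lost too were the fibroblast and macrophage calls without WT PCN replicate 4 (adjusted p 0.282 and 0.0833). Under fry, the calls of the xenobiotic list, the Cyp3a, Gst, Ugt and Ces families, the Abc transporters, the liver PXR genes, cholesterol, B cells and neutrophils held. Under camera with an estimated correlation those of the xenobiotic list and the Cyp3a, Gst and Ces families held. Not past the threshold were the PPARα targets (median -0.14, adjusted p 0.396), lipogenesis (0.06, adjusted p 0.0663), clock (0.10, adjusted p 0.487), ileal bile acid genes (0.03, adjusted p 0.658), microbiota-responsive genes (0.12, adjusted p 0.706), adipose (-0.09, adjusted p 0.91), pancreatic acinar (-0.02, adjusted p 0.813), proximal small intestine (-0.14, adjusted p 0.814), colon (0.09, adjusted p 0.229), substrain genes (-0.09, adjusted p 0.91), mesothelium (0.04, adjusted p 0.353) and keratinocytes (-0.06, adjusted p 0.75). The median and the direction of the test differed in sign for the pancreatic and substrain lists, and the mean differed from both for keratinocytes.

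PCN in *Pxr*-/- mice served as the control for effects of the compound that do not need the receptor. It changed 289 genes, 223 up and 66 down (353 probes called, 1343 probes at an adjusted p of at most 0.05). The count was 1095 without the fold threshold, and 189 without *Pxr*-/- PCN replicate 5. The decreases were 33 without *Pxr*-/- PCN replicate 1, 38 without replicate 5, 105 without replicate 6, 103 without *Pxr*-/- CONT replicate 4 and 32 under CrossNorm. Within both wash batches 261 of 261 genes kept their direction (median absolute change 0.81, 0.74 within batch 1 and 0.88 within batch 2). The largest increases were those of *Spp1* (chromosome 5, 104869788 to 104869847), by 3.41 (SE 0.703, adjusted p 0.0104), *S100a9* (chromosome 3, 90496573 to 90496632), by 2.91 (SE 0.438, adjusted p 0.00105), and *S100a8* (chromosome 3, 90473778 to 90473837), by 2.54 (SE 0.378, adjusted p 0.00098), each with 6 of 6 PCN arrays above all CONT arrays. In WT they rose by 2.65 (adjusted p 0.0879), 2.16 (adjusted p 0.0163) and 1.64 (adjusted p 0.0397). The WT calls of *S100a9* and *S100a8* were lost without WT PCN replicate 2 (adjusted p 0.0628 and 0.143), and that of *S100a8* under 5 of 13 alternatives (adjusted p up to 0.0775). The differences between genotypes were -0.76, -0.75 and -0.90 (adjusted p 0.999 each). The largest decreases were those of *B3gnt7* (chromosome 1, 88202952 to 88203011), by -1.78 (adjusted p 0.00384; other probe -0.41, not called), *Plet1* (chromosome 9, 50313107 to 50313166), by -1.66 (adjusted p 0.039; other probe -1.06, called), and *Hbegf* (chromosome 18, 36664738 to 36664797), by -1.40 (adjusted p 0.0181; other probe -0.90, not called), each with 6 of 6 PCN arrays under the CONT mean. The *Plet1* call was lost without *Pxr*-/- PCN replicate 5 (adjusted p 0.109) and under 5 of 13 alternatives (adjusted p up to 0.0914). For these 3 genes the difference between genotypes had adjusted p of 0.72 to 0.999.

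Of the genes named for WT, *Galr2* (-0.90, adjusted p 0.00291), *Retnla* (-1.26, adjusted p 0.0215), *Abcb1b* (0.95, adjusted p 0.00331), *Bhmt* (-1.25, adjusted p 0.0494) and *Defb39* (1.47, adjusted p 0.0433) were also called in *Pxr*-/- mice. The calls of *Bhmt* and *Defb39* were lost without *Pxr*-/- PCN replicate 5 (adjusted p 0.133 and 0.118) and that of *Retnla* without *Pxr*-/- PCN replicate 1 (adjusted p 0.06). Over 13 alternatives the *Bhmt* call was lost under 8 (adjusted p up to 0.1) and the *Defb39* call under 6 (adjusted p up to 0.155). *Cyp2c55* rose by 1.58 in *Pxr*-/- mice with an adjusted p of 0.0502, which lay between 0.038 and 0.0844 over 13 alternatives and was past the threshold under 6 of them, and 5 of 6 PCN arrays were above the CONT mean. It was past the threshold without *Pxr*-/- PCN replicate 4 (1.86, adjusted p 0.023). *Cyp2b10* changed by 0.72 (adjusted p 0.25), by 0.42 to 1.61 over 13 alternatives (adjusted p 0.0745 to 0.491), and 6 of 6 PCN arrays were above all CONT arrays. *Cyp3a11* changed by -0.05 (adjusted p 0.947). *Cyp3a11* turned to 0.24 with slide as a fixed block. The xenobiotic list held 7 of the 261 called genes (2.68%; odds ratio 2.57, 2-sided Fisher exact p 0.0238, adjusted p 0.0238), with a median change over the list of 0.13 (camera adjusted p 0.000209), 6 genes called up and 1 down over all genes, and 11 up and 1 down adjusted over the list alone.

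In *Pxr*-/- mice PCN raised the lists of neutrophils (median 1.39), fibroblasts (0.62) and macrophages (0.38; camera adjusted p 0.000302 each), smooth muscle (0.39, adjusted p 0.000271), the Cyp2c family (0.40, adjusted p 0.00984), the Ugt family (0.26, adjusted p 0.00714) and the Abc transporters (0.10, adjusted p 0.0487). It lowered mitosis (-0.35, 0 of 16 genes higher, adjusted p 6.06e-07), cholesterol synthesis and transport (-0.27, adjusted p 0.00049, with *Idi1* called down) and lipogenesis (-0.15, adjusted p 0.0158). Under fry the calls of the xenobiotic list, Abc transporters, lipogenesis, cholesterol, smooth muscle, fibroblasts, macrophages and neutrophils held, and under camera with an estimated correlation 0 of the 11 calls did. The Cyp2c call was lost without *Pxr*-/- PCN replicate 1 (median 0.22, adjusted p 0.06), and the Abc call held in only 10 of 23 fits with 1 array left out (adjusted p up to 0.0839). The Cyp3a family had a median of 0.11 (adjusted p 0.313), the Gst family -0.00 (adjusted p 0.989), the Ces family 0.20 (adjusted p 0.11), the liver PXR genes 0.08 (adjusted p 0.72), the PPARα targets 0.04 (adjusted p 0.874), the clock 0.39 (adjusted p 0.0856) and B cells 0.45 (adjusted p 0.29). In the clock list *Arntl*, *Per3* and *Tef* were called over all genes, 2 up and 1 down, with 4 up and 1 down adjusted over the list alone. Of its 12 genes 8 had an unadjusted p under 0.05 (limma), and the changes ranged from -1.13 to 0.77. Camera tests for a shared direction and can miss changes that go both ways. The remaining lists had adjusted p of 0.0559 (mesothelium, median 0.24) or above. The Gst, adipose, substrain and keratinocyte lists had medians, means or tests of different sign.

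Of the genes called up with PCN, 86 were shared by the genotypes, 90 were called in WT alone and 137 in *Pxr*-/- mice alone. Of those called down, 7 were shared, 22 were called in WT alone and 59 in *Pxr*-/- mice alone. A call in one genotype alone does not show a difference, and the interaction was past its threshold for 20 of the 90 and for 0 of the 22, 137 and 59 (limma; 1689 probes had an unadjusted interaction p of at most 0.05). Of the 186 genes called in WT, 170 (91.4%) changed in the same direction in *Pxr*-/- mice, with a median of 0.61 in the WT direction against 0.86 in WT. Of the 261 called in *Pxr*-/- mice, 248 changed in the same direction in WT (median 0.56 against 0.81). These contrasts share no arrays. Across all tested genes the effects had a Pearson r of 0.571 and a Spearman rho of 0.538, and genes are not independent replicates.

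**Figure D3:**
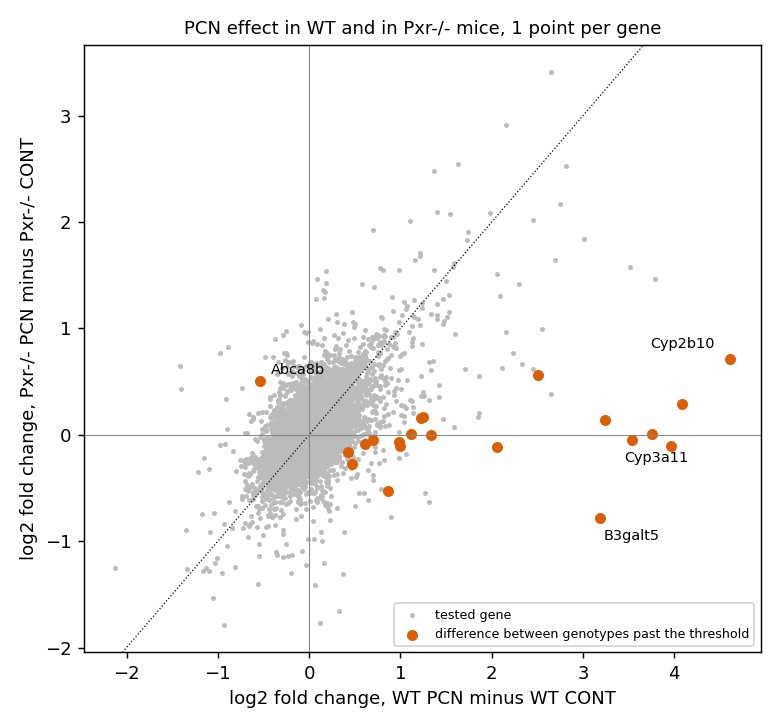
Log2 fold change with PCN in WT mice (x axis) against that in *Pxr*-/- mice (y axis), 1 point per tested gene, with the genes past the interaction threshold in orange and the line of equal effects dotted. *Cyp2b10* lies at 4.61 and 0.72, *Cyp3a11* at 3.53 and -0.05, and *Abca8b* at -0.54 and 0.51.

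The interaction asked whether the PCN effect itself differed between the genotypes. It was past the threshold for 23 genes, 22 with a larger PCN effect in WT and 1 with a smaller (29 probes called). CrossNorm moved this count to 13, of which 11 were among the 23, slide as a fixed block to 11, and leaving out *Pxr*-/- PCN replicate 3 to 15. The processed signal scaled to the 75th percentile called 16 of the 23 genes. The direction was the same within both wash batches for 21 of the 21 genes whose brightest probe was called (median 1.34, 1.47 within batch 1 and 1.28 within batch 2). *Cyp3a41a* had an interaction of 4.06 (SE 0.56, adjusted p 0.00182), *B3galt5* (chromosome 16, 96541339 to 96541398) of 3.97 (SE 0.75, adjusted p 0.0359), *Cyp2b10* of 3.89 (SE 0.496, adjusted p 0.000875; other probe 2.71, called) and *Cyp3a11* of 3.58 (SE 0.443, adjusted p 0.000875). *Cyp2b9* and *Cyp3a16* were past the threshold, but their probes were well above background on 0 of 6 *Pxr*-/- CONT arrays and on 1 and 2 of 6 *Pxr*-/- PCN arrays. Their change in *Pxr*-/- mice was thus not measured, and no size is given for the interaction. *Gstm3* (2.17, adjusted p 0.00299) and *Ces2a* (1.95, adjusted p 0.00182) were also past it, as was *Cyp3a44* (adjusted p 0.0249), for which no size is given since its probe was above background on 3 of 6 *Pxr*-/- CONT and 2 of 6 *Pxr*-/- PCN arrays. The *Cyp3a44* call was lost under 3 of 13 alternatives (adjusted p up to 0.482) and, for example, without *Pxr*-/- PCN replicate 2 (adjusted p 0.0612), and the *Gstm3* call with slide as a fixed block (adjusted p 0.0954). *B3galt5* rose by 3.19 in WT (adjusted p 0.00229, 5 of 5 arrays above all CONT arrays) and changed by -0.78 in *Pxr*-/- mice (adjusted p 0.424), and its interaction call was lost under 6 of 13 alternatives (adjusted p up to 0.249) and, for example, without WT PCN replicate 3 (adjusted p 0.109). With the 75th percentile scaling the calls of *Cyp2b10*, *Cyp3a16* and *Abca8b* were lost (adjusted p 0.139, 0.111 and 0.0616). *Abca8b* (chromosome 11, 109795589 to 109795648) had an interaction of -1.05 (SE 0.188, adjusted p 0.0232), from -0.54 in WT and 0.51 in *Pxr*-/- mice, both under the fold threshold. Its call was lost, for example, without *Pxr*-/- PCN replicate 3 (adjusted p 0.0555), and its 2 other probes (-0.72 to -0.57) were not called. *Cyp2c55* (1.93, adjusted p 0.787), *Cyp3a25* (1.46, adjusted p 0.999), *Defb39* (2.32, adjusted p 0.252) and *Abcb1b* (0.64, adjusted p 0.989) were not past the threshold. The xenobiotic list held 12 of the 21 genes (57.1%; odds ratio 129.2, 2-sided Fisher exact p 4.97e-19, adjusted p 6.22e-19).

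Among the lists, the interaction was past the threshold for cholesterol synthesis and transport (median 0.57, 14 of 14 genes above 0, camera adjusted p 2.25e-21). For it limma called 0 genes over all genes and 7 adjusted over the list alone, and 10 of the 14 had an unadjusted p under 0.05. The mean log2 signal of the list was 11.94 ± 0.07 (SD, n = 6) in WT CONT, 12.24 ± 0.19 (n = 5) in WT PCN, 11.98 ± 0.14 (n = 6) in *Pxr*-/- CONT and 11.74 ± 0.07 (n = 6) in *Pxr*-/- PCN. Its median interaction was 0.477 within wash batch 1 and 0.563 within batch 2, and 0.51 to 0.63 over the alternatives. Also past the threshold were the Cyp3a family (2.47, adjusted p 1.97e-24), the Gst family (0.15, adjusted p 9.2e-09), lipogenesis (0.30, adjusted p 1.71e-06), the Ces family (0.11, adjusted p 0.000538), B cells (0.99, adjusted p 0.000794), mitosis (0.19, adjusted p 0.000825), the liver PXR genes (0.14, adjusted p 0.00211), the Ugt family (0.12, adjusted p 0.00466), smooth muscle (-0.17, adjusted p 0.0355), fibroblasts (-0.26, adjusted p 0.0454) and the xenobiotic list (median -0.00, mean 0.20, adjusted p 0.000247). The xenobiotic median turned to 0.02 with the 75th percentile scaling, and those of the Ugt and Ces families to -0.02 and -0.01 with slide as a fixed block. The B cell call was lost without WT PCN replicate 3 (median 0.45, adjusted p 0.0715) and the Ugt call without *Pxr*-/- PCN replicate 6 (median 0.07, adjusted p 0.106). The smooth muscle call held in 12 and the fibroblast call in 11 of 23 fits with 1 array left out (adjusted p up to 0.265 and 0.338). The calls of the Cyp3a and Gst families, lipogenesis and cholesterol held under fry and under camera with an estimated correlation, and the others held under neither. The median was negative and the mean and test positive for the xenobiotic, Abc and proximal small intestine lists, and the mean alone was positive for keratinocytes. The lists not past the threshold had adjusted p of 0.0661 (ileal bile acid genes, median 0.11) or above.

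**Figure D4:**
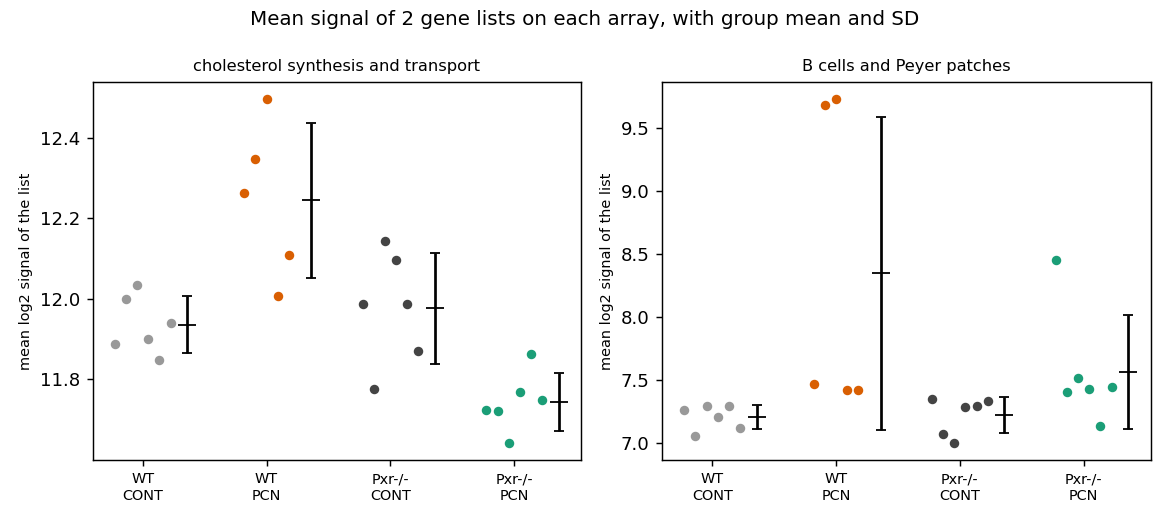
Mean log2 signal (y axis) of the genes of 2 lists in the 4 groups (x axis), 1 point per array, with the group mean and SD beside the points. Cholesterol synthesis and transport lies at 12.24 in WT PCN and 11.74 in *Pxr*-/- PCN, and in the B cell list 2 WT PCN arrays lie at 9.69 and 9.73.

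The comparison of *Pxr*-/- CONT with WT CONT addressed the difference between the genotypes without the ligand, which cannot be separated from breeding origin. It called 41 genes, 10 higher and 31 lower in *Pxr*-/- mice (53 probes called, 3338 at an unadjusted p of at most 0.05). This count depended on the fit. The higher genes fell to 3 without WT CONT replicate 6 and without *Pxr*-/- CONT replicate 1 or 2. The count was 195 with slide as a fixed block, 171 with array weights and 81 under CrossNorm (6 higher and 75 lower), and it went from 26 without WT CONT replicate 6 to 88 without *Pxr*-/- PCN replicate 5 (44 higher and 44 lower), with 27 without *Pxr*-/- CONT replicate 1 and 68 without *Pxr*-/- CONT replicate 4. Within both wash batches 38 of 38 genes had the same direction (median absolute difference 1.26, 1.11 within batch 1 and 1.39 within batch 2). The largest differences were lower values of *Cyp2c55*, by -4.63 (SE 0.446, adjusted p 8.6e-06), *Cyp3a41a*, by -3.86 (SE 0.386, adjusted p 1.07e-05), and *Cyp3a25* (chromosome 5, 146789175 to 146789234), by -2.95 (SE 0.374, adjusted p 0.000229), each with 6 of 6 *Pxr*-/- arrays under all WT arrays. *Cyp3a11* was lower by -1.81 (SE 0.305, adjusted p 0.00698) and *Cyp3a16* was at least 5.17-fold lower, since 0 of 6 *Pxr*-/- CONT arrays were above background for it (adjusted p 0.000594). Higher in *Pxr*-/- CONT were *Il18bp* (chromosome 7, 109164100 to 109164159), by 1.40 (adjusted p 0.021; other probe 1.41, called), *Gzmk* (chromosome 13, 113961816 to 113961875), by 1.27 (adjusted p 0.0254; other probe 0.75, not called), and *Ccl5* (chromosome 11, 83339296 to 83339355), by 1.14 (adjusted p 0.033), each with 6 of 6 arrays above all WT arrays. These 3 calls were lost without WT CONT replicate 6 (adjusted p 0.0764, 0.0919 and 0.118), and under 1, 1 and 2 of 13 alternatives (adjusted p up to 0.0635, 0.0611 and 0.0533). The xenobiotic list held 16 of the 38 genes (42.1%; odds ratio 72.3, 2-sided Fisher exact p 3.44e-22, adjusted p 5.73e-22), all 16 lower, with 1 gene higher and 27 lower adjusted over the list alone (median -0.10, camera adjusted p 6.96e-12). The Cyp3a (-2.61, adjusted p 1.64e-23), Cyp2c (-0.81, adjusted p 2.43e-15), Ces (-0.22, adjusted p 0.00768), Ugt (-0.13, adjusted p 0.00388) and Gst (-0.08, adjusted p 0.0233) families, the Abc transporters (-0.05, adjusted p 0.000749) and the liver PXR genes (-0.30, adjusted p 0.000258) were lower, and mitosis (0.20, 16 of 16 genes higher, adjusted p 2.27e-06) and the microbiota-responsive genes (0.48, adjusted p 0.00211) were higher. Under both fry and camera with an estimated correlation the calls of the xenobiotic list and the Cyp3a and Cyp2c families held. The Gst call was lost without WT CONT replicate 2 (adjusted p 0.107). B cells (-0.03, adjusted p 0.994), with a mean and test of the opposite sign, and cholesterol (0.12, adjusted p 0.188) were not past the threshold, and the clock, proximal small intestine, keratinocyte and fibroblast lists also differed in sign between median, mean and test.

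With PCN, 103 genes differed between the genotypes, 16 higher and 87 lower in *Pxr*-/- mice (137 probes called), and 22 of them were also called without PCN. The count was 174 without the fold threshold and 145 without *Pxr*-/- PCN replicate 5 (50 higher and 95 lower). The number of higher genes was 10 without *Pxr*-/- PCN replicate 1, 11 without WT PCN replicate 2 or 3 and 8 under CrossNorm. In all arrays 96 of 96 genes had the same direction within both wash batches (median absolute difference 1.01, 1.16 within batch 1 and 0.939 within batch 2). *Cyp3a41a* was lower by -7.92 (SE 0.406, adjusted p 7.37e-11) and *Cyp2c55* by -6.56 (SE 0.469, adjusted p 8.94e-09), each with 6 of 6 arrays under all WT arrays. *Cyp3a16* was also lower on 6 of 6 arrays (adjusted p 3.07e-10), but its probe was above background on 2 of 6 *Pxr*-/- PCN arrays and no size is given. *Dnase1* (chromosome 16, 4039965 to 4040024) was higher by 1.89 (adjusted p 0.0428; other probe 1.84, called; 6 of 6 arrays above the WT mean), a call lost without WT PCN replicate 4 (1.503, adjusted p 0.143) and under 8 of 13 alternatives (adjusted p up to 0.112). *Abi3bp* (chromosome 16, 56689984 to 56690043) was higher by 1.23 (SE 0.202, adjusted p 0.00198), with 4 other probes at 0.19 to 0.46 that were not called. *Gzmk* was higher by 1.23 (adjusted p 0.0233; other probe 0.84, called), a call lost without WT PCN replicate 2 (adjusted p 0.0857). The xenobiotic list held 34 of the 96 genes (35.4%; odds ratio 60.4, 2-sided Fisher exact p 4.32e-43, adjusted p 2.16e-42), 2 of them higher and 32 lower. Its median was -0.07 (camera adjusted p 1.12e-21), and 3 genes were higher and 36 lower adjusted over the list alone. Of the 14 lists past the threshold, 10 held under fry and 10 under camera with an estimated correlation, among them the Cyp3a family (-5.02, adjusted p 4.27e-54), cholesterol (-0.49, adjusted p 1.12e-21) and lipogenesis (-0.24, adjusted p 7.27e-05). B cells (-0.85, adjusted p 4.52e-05), smooth muscle (0.30, adjusted p 7.33e-05), fibroblasts (0.30, adjusted p 0.0234) and neutrophils (0.62, adjusted p 0.0299) held under neither. The fibroblast and neutrophil calls held in 18 and 16 of 23 fits with 1 array left out (adjusted p up to 0.338 and 0.218), and both were lost without WT PCN replicate 3. The PPARα and substrain lists had a positive median and a negative test.

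Genes near *Nr1i2* were compared with the rest of the genome, to address the DNA that surrounds the deleted gene. Within 20 Mb of it on chromosome 16, 5 of 272 tested genes (1.84%) differed between *Pxr*-/- CONT and WT CONT, against 33 of 17391 elsewhere (0.190%; odds ratio 9.85, 1-sided Fisher exact p 0.000276, adjusted p 0.000276 over 2 comparisons). With PCN these numbers were 8 of 272 (2.94%) and 88 of 17391 (0.506%; odds ratio 5.96, 1-sided Fisher exact p 0.000117, adjusted p 0.000234). *Arhgap31* (38598803 to 38598862) was lower by -0.90 without PCN (adjusted p 8.6e-06) and by -0.98 with PCN (adjusted p 7.76e-07). *Pigx* (-0.93 and -0.91), *Cep19* (-0.75 and -0.74) and *Tctex1d2* (0.64 and 0.72) were also called in both comparisons. These 4 genes were chosen for naming after their values were seen. *Abi3bp*, named above by the rule, also lies in this window and was called with PCN but not without it.

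**Figure D5:**
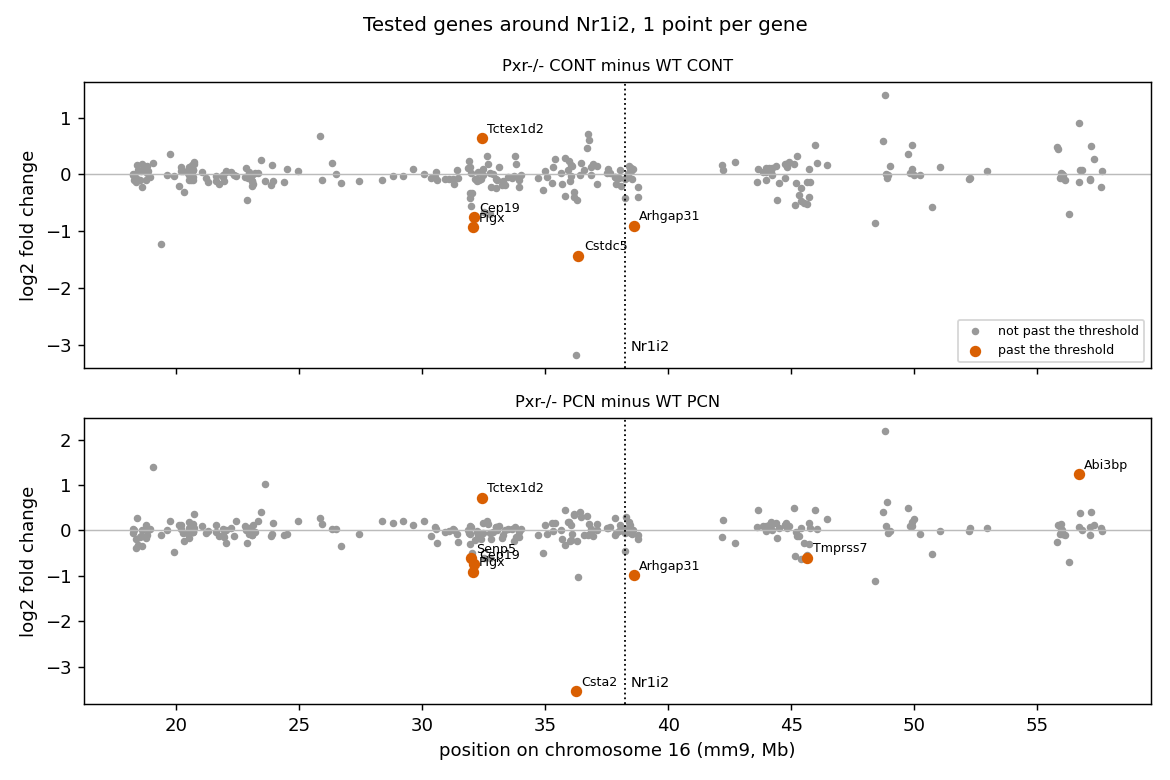
Log2 difference between the genotypes (y axis) of the tested genes near *Nr1i2* against their position on chromosome 16 (x axis, mm9, Mb), without PCN (top) and with PCN (bottom), 1 point per gene, with called genes in orange and *Nr1i2* as a dotted line. 5 of 272 genes are called without PCN and 8 of 272 with PCN.

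For 8 of the named genes 1 array lay far from the rest of its group. In WT CONT these were *Spp1* (WT CONT replicate 5 at 8.06, the others at most 5.88), *Plet1* (WT CONT replicate 4 at 9.89, the others at most 8.63), *Abcb1b* (WT CONT replicate 2 at 11.95, the others at most 11.23) and *Rdh16* (WT CONT replicate 1 at 6.95, the others at least 7.67). In *Pxr*-/- PCN they were *Bhmt* and *Ccl5* (*Pxr*-/- PCN replicate 5 at 6.91 and 13.03, the others at least 8.06 and 14.47) and *Nr1i2* (*Pxr*-/- PCN replicate 6 at 11.38, the others at least 11.73). For *Abi3bp* it was so in both *Pxr*-/- groups (CONT replicate 3 at 9.86, the others at most 8.97, and PCN replicate 2 at 8.17, the others at least 9.11).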

Values the study reported

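The study reports for the liver of the same design that PCN raised 1258 genes in WT mice and 333 in mice without the receptor. It counts 1029 genes as raised in WT mice alone.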

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

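In this part the comparisons with other splits of the arrays were planned. The tests of paralogs, wash batch, normalization, left-out arrays, a faulty array and Peyer patch tissue were chosen only after the results had been seen.

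Single arrays far from the others of their group were found in 20 of 296 groups examined (Dixon's ratio at 95%), and chance alone gives about 1 in 20 groups. Among the 148 groups of named genes there were 9. The log2 signal of *Abcb1b* was 11.948 in WT CONT replicate 2, that of *Plet1* was 9.886 in WT CONT replicate 4, that of *Rdh16* was 6.949 in WT CONT replicate 1 and that of *Spp1* was 8.058 in WT CONT replicate 5. *Abi3bp* was at 9.859 in *Pxr*-/- CONT replicate 3 and at 8.172 in *Pxr*-/- PCN replicate 2, *Bhmt* at 6.913 and *Ccl5* at 13.03 in *Pxr*-/- PCN replicate 5, and *Nr1i2* at 11.38 in *Pxr*-/- PCN replicate 6. On component 4, *Pxr*-/- CONT replicate 4 scored 20.1, with the nearest array of its group at 5.28. Among the 108 groups of list scores there were 10. In WT CONT replicate 2 the Abc transporters stood at 9.922 and the Gst family at 11.24. In WT PCN replicate 4 the ileal bile acid genes stood at 14.47. *Pxr*-/- CONT held keratinocytes at 7.14 in replicate 2, the clock at 10.17 and colon at 8.915 in replicate 3, and the microbiota-responsive genes at 12.62 in replicate 4. *Pxr*-/- PCN held B cells at 8.45 in replicate 1, and the Gst family at 11.16 and colon at 9.555 in replicate 3. None of the 24 groups of array measures had such an array.

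Against one faulty array as the source of these values speaks their spread. They fell on 13 arrays, with at most 3 of the 20 on a single array (WT CONT replicate 2 and *Pxr*-/- CONT replicate 3). Chance stays open for most of them, since 20 of 296 is close to 1 in 20. For the B cell score of *Pxr*-/- PCN replicate 1, Peyer patch tissue in the sample is a candidate explanation. There 6 of the 8 genes of the list were above every other array of the group, and with 2 genes short of that and no other measure of the tissue this cannot be told apart from scatter. The colon scores of a single array in each *Pxr*-/- group were not tested for a cause. No biological explanation was tested for single arrays.

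The effect of PCN differed between the genotypes by the interaction test for 10 of the genes named in the report. The differences, WT minus *Pxr*-/- on the log2 scale, were 4.062 for *Cyp3a41a*, 3.971 for *B3galt5*, 3.891 for *Cyp2b10*, 3.797 for *Cyp2b9*, 3.751 for *Cyp3a16*, 3.584 for *Cyp3a11*, 3.105 for *Cyp3a44*, 2.173 for *Gstm3*, 1.946 for *Ces2a* and -1.046 for *Abca8b*. Those of *Cyp2b9* and *Cyp3a16* are fitted values and no measure of size, since the probes were well above background on 0 of 6 *Pxr*-/- CONT arrays and on 1 and 2 of 6 *Pxr*-/- PCN arrays. The same holds for *Cyp3a44*, above background on 3 of 6 *Pxr*-/- CONT and 2 of 6 *Pxr*-/- PCN arrays. Of 100 splits of the arrays, 1 gave as many interaction genes as the 23 found, the real one included (the highest other split gave 8). These splits exchanged CONT and PCN labels within each genotype, which also removed the PCN effect that the genotypes share. They argue against chance in the absence of any PCN effect. They do not test the case of an equal PCN effect in both genotypes. Signal shared between paralogs of the Cyp2b and Cyp3a families cannot be the cause for the set, since 17 of the 23 genes lie outside these families. For the 6 genes inside them it cannot be told apart from a change in each gene, because the arrays hold no measure that separates related transcripts. The calls hardly depended on the wash batch term, since the planned fit without it called 23 genes, 22 of them shared. Within each batch 21 of the 21 genes examined had the same sign. That adds little, because genes chosen for their effect over both batches would mostly do so. The quantile normalization is argued against as the source of the size of these differences. Over all 23 genes the lowest median difference under the other scalings was 1.25 (CrossNorm) against 1.34, and 23 of 23 genes kept their sign under each of CrossNorm, centring on the median and the 75th percentile scaling. For how many genes pass the threshold it stays open. Centring on the median kept 20 of the 23 genes and the 75th percentile scaling 16, but CrossNorm, which itself works on ranks over stacked arrays, kept 11, and the rule for reading this count was changed after its result had been seen. *Cyp2b9*, *Cyp3a41a*, *Cyp3a11*, *Ces2a* and *Gstm3* were called under all 3 of these. A need for the receptor, the difference that the design names, may underlie these interactions. It stays a hypothesis, untested against breeding origin, which is confounded with genotype.

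For lists of genes the interaction was past the threshold of camera for 12 lists. The median differences were 2.473 for the Cyp3a family, 0.992 for B cells and Peyer patches, 0.5741 for cholesterol synthesis and transport, 0.2985 for lipogenesis, 0.1894 for mitosis, 0.1458 for the Gst family, 0.1413 for the liver PXR genes, 0.1215 for the Ugt family, 0.1065 for the Ces family, -0.00139 for the xenobiotic list, -0.1678 for smooth muscle and -0.257 for fibroblasts. Only those of the Cyp3a and Gst families, lipogenesis and cholesterol held under fry and under camera with an estimated correlation. The B cell difference fell to 0.45 without WT PCN replicate 3 (adjusted p 0.0715), and the median of the xenobiotic list turned positive in 17 of 23 fits with 1 array left out. The smooth muscle and fibroblast differences were past the threshold in only 12 and 11 of these 23 fits. For the B cell and xenobiotic lists, and for mitosis, smooth muscle, fibroblasts, the liver PXR genes and the Ugt and Ces families, the difference is therefore not secure, and no cause was tested.

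For cholesterol synthesis and transport PCN raised the list in WT and lowered it in *Pxr*-/- mice. *Idi1* changed by 0.15 and -0.62, and *Insig1* by 0.48 and -0.21, genes chosen after their values were seen. The quantile normalization speaks against itself as the cause, since the lowest median over the other scalings was 0.522 with the list past the threshold under all of them. With one array left out in turn the lowest median was 0.483, and within the wash batches the smaller was 0.477. None of these technical explanations, then, accounts for the difference. It may reflect an effect of PCN on sterol genes that depends on the receptor, a hypothesis found and examined on the same arrays. Breeding origin and food intake were not analysed here and stay open.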

How the results depend on the processing

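The alternatives of this part were planned, but the tests with the B cell score as a covariate were chosen after seeing the data, as were the tests of the lists of mesothelium, keratinocytes, fibroblasts, macrophages and neutrophils under every alternative. Without single arrays left out, 74 of the 84 counts stayed within 1.5 times their value and 10 did not. Of the fold changes of named genes, 1045 kept their direction and their side of the threshold, 58 kept their direction and were no longer past it, 6 came past it and 9 changed direction. Of the list medians these numbers were 766, 95, 0 and 7, and 66 of the 95 came from fry (25) and camera with an estimated correlation (41). All 12 comparisons of component 1 stayed on their side.

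Without the fold threshold the counts were 387 for PCN in WT, 1095 for PCN in *Pxr*-/- mice, 62 for the genotypes without PCN and 174 with PCN, which follows from the threshold itself. Under CrossNorm the interaction gave 13 genes (10 up and 3 down, 76.9% up against 95.7%; 11 shared) and the genotypes without PCN 81 (6 up and 75 down, 7.41% up against 24.4%; 37 shared). CrossNorm also moved PCN in WT to 149 genes (106 up and 43 down, 71.1% up against 85.9%; 133 shared). Under it the median of all probes was -0.0835 for PCN in WT and -0.0744 for the genotypes without PCN, against -0.0166 and 0.00492. With slide as a fixed block the interaction gave 11 genes (all 11 shared) and the genotypes without PCN 195 (74 up and 121 down; all 41 shared). Array weights gave 171 (78 up and 93 down) and the 2 groups alone 113 (52 up and 61 down) for the genotypes without PCN. The cause was not tested for these fits, but the lowest weight was that of *Pxr*-/- PCN replicate 5 (0.519), whose removal also raised this count.

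The processed matrix of the authors gave 204, 288, 23, 43 and 102 genes for PCN in WT, PCN in *Pxr*-/- mice, the interaction and the genotypes without and with PCN, with 204, 286, 23, 41 and 102 of the genes shared. All columns of that matrix held the same set of values and nearly the ranks of the median signal, as after quantile normalization. It is thus close to the values used here and is no independent check of them. Normexp followed by quantile normalization gave 169, 231, 22, 33 and 91, the 75th percentile scaling 230, 412, 17, 40 and 104, no wash batch term 208, 290, 23, 41 and 108, and no filter on dim probes 183, 249, 18, 36 and 95. The replicate block gave 178, 249, 18, 40 and 94, with 167, 242, 18, 37 and 90 shared. When checked, arrays with the same number in different groups had a median correlation of -0.033 over 33 pairs (6 over 0.1), so the replicate numbers do not pair the mice. With the B cell score as a covariate the counts were 184 (175 up and 9 down), 311, 17, 47 and 86, of which 124, 265, 15, 40 and 75 were shared.

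Leaving out each of the 23 arrays in turn gave 160 (without WT PCN replicate 2) to 224 genes for PCN in WT and 85 (without WT PCN replicate 2) to 145 (without *Pxr*-/- PCN replicate 5, 50 higher and 95 lower against 16 and 87) for the genotypes with PCN. The decreases with PCN in WT, 29 in all arrays, were 11 without WT CONT replicate 3 and 14 without WT PCN replicate 2 or 5. For PCN in *Pxr*-/- mice it gave 189 (without *Pxr*-/- PCN replicate 5) to 345 (without *Pxr*-/- PCN replicate 6), with the 66 decreases at 33 (without *Pxr*-/- PCN replicate 1) to 105 (without *Pxr*-/- PCN replicate 6), and for the interaction 15 (without *Pxr*-/- PCN replicate 3) to 27. For the genotypes without PCN it gave 26 (without WT CONT replicate 6, 3 up and 23 down) to 88 (without *Pxr*-/- PCN replicate 5, 44 up and 44 down), with 27 without *Pxr*-/- CONT replicate 1 and 68 without *Pxr*-/- CONT replicate 4. *Pxr*-/- PCN replicate 5 is in neither of these groups. Each of them has 3 arrays in each wash batch, so the estimate of the wash batch cancels in this comparison. The median difference over all probes was 0.004917 with and without this array. That leaves the estimate of the spread, shared by all groups, as what this array can act through.

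Changes of direction were found only for values near 0. *Nr1i2* with PCN in WT was -0.0646 under CrossNorm, -0.0259 after centring on the median and -0.0489 with slide as a fixed block, and -0.0345 to 0.183 with arrays left out (lowest without WT PCN replicate 1). *Cyp3a11* with PCN in *Pxr*-/- mice was 0.243 with slide as a fixed block and -0.167 to 0.0257 with arrays left out (highest without *Pxr*-/- PCN replicate 3). *Gdf15* with PCN in WT was -0.0673 under CrossNorm, -0.0288 after centring, -0.0054 with slide as a fixed block, -0.0122 with the replicate block, -0.0189 with array weights and -0.0615 to 0.0735 with arrays left out (lowest without WT PCN replicate 4). The Abc transporters with PCN in WT were at -0.0593 under CrossNorm and -0.0207 after centring. The interaction of the xenobiotic list was 0.0245 with the 75th percentile scaling, 0.00149 with the stricter filter, 0.00254 without the wash batch term and -0.0221 to 0.0324 with arrays left out (highest without *Pxr*-/- PCN replicate 2). With slide as a fixed block the interaction was -0.018 for the Ugt family and -0.0101 for the Ces family. The cause was not tested for these changes.

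The signal over background limits what can be said of dim probes. *Fgf21* was under background on all 23 arrays, *Cyp2b9* and *Cyp3a16* on 6 of 6 *Pxr*-/- CONT arrays, and *Cyp2b9* was at least 1.66-fold lower there than in WT CONT. A block by scan day was not run, since all arrays were scanned on 1 day. List tests with slide as a random block and the interaction on the groups of a contrast alone were not run.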

Other observations

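The comparisons with other splits, the test of the DNA around *Nr1i2*, that of *Nnt* and those of B cells in WT and between the CONT groups were planned. All other tests of this part were chosen only after the results had been seen.

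Chance is argued against for the counts of genes, at the lowest share that 100 splits can give (0.01). For PCN in WT (205 genes), PCN in *Pxr*-/- mice (289), the genotypes without PCN (40 on probes without missing values) and the genotypes with PCN (103), 1 of 100 splits of the arrays each gave as many, the real one included. The highest other splits gave 39, 114, 1 and 60 genes.

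Part of the PCN effect in WT may come from more Peyer patches in the samples, since the B cell list rose by a median of 1.19. Of its 8 genes, 7 were above background on all WT CONT arrays, and 0 are in another list. The most abundant, *Cd79b*, had a mean log2 signal of 10.3 in WT CONT and rose by 0.955, and *Cd22* had 8.06 and rose by 0.274. WT PCN replicates 2 and 3 carried the rise, with scores of 9.69 and 9.73 against at most 7.47 on the other 3 arrays. Without WT PCN replicate 3 the median was 0.76. Whether the mice or the pieces of gut differed was not tested. Against B cells as the source of the xenobiotic changes speaks that 22 of the 28 xenobiotic genes were still called with the B cell score as a covariate, while 124 of all 205 genes were.

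PCN changed 289 genes in mice without the receptor and 205 in WT, a comparison of 6 PCN arrays with 5, and these included genes of inflammation and connective tissue in both genotypes. More macrophages (list median 0.381 in *Pxr*-/- mice), more fibroblasts (0.619) or more outer gut wall (smooth muscle, 0.389) in the PCN samples are candidate explanations, since each list rose past the threshold in both genotypes under camera, though in WT none of them held under fry, and in neither genotype did any hold under camera with an estimated correlation (adjusted p 0.204 or above). The most abundant genes rose less than the medians for fibroblasts (*Dcn* 0.267 in *Pxr*-/- mice and 0.117 in WT, at a mean log2 signal of 14.5 in WT CONT) and smooth muscle (*Acta2* 0.144 and 0.0682 at 15.96). For macrophages *Lyz2* changed by 0.422 in *Pxr*-/- mice and -0.0582 in WT (at 16.1) and *Csf1r* by 0.306 and 0.0475 (at 12.8). The macrophage list in WT had a median of 0.302 with 6 of 7 genes higher, so *Lyz2* and *Csf1r* leave more macrophages in WT undecided. All 7 macrophage, 7 fibroblast and 8 smooth muscle genes were above background on all WT CONT arrays, so the tissue expresses them without PCN, and 0 of them are in another list.

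More neutrophils in the samples cannot be told apart from a change within other cells. The list without *S100a8* and *S100a9* had a median of 0.629 over only 3 genes. Of these, *Csf3r* changed by -0.059 at a mean log2 signal of 15.4. *Cxcr2* and *Retnlg* rose by 0.629 and 1.39, at mean signals of only 5.58 and 5.79, near the floor. Whether the far brighter *Csf3r* signal follows neutrophils is unknown. In the whole list 2 of the 5 genes were above background on all WT CONT arrays. More serosa or a reaction of it to the injected PCN likewise stays open (mesothelium median 0.244, camera adjusted p 0.0559, *Msln* 0.737 at 10.6, 9 of 9 genes above background on all WT CONT arrays). More Peyer patches (B cell median 0.454, camera adjusted p 0.29) stay open too. Neither list was past the threshold. The CONT mice were given the oil, so an effect of the oil or its injection alone would be shared by both groups. A lower share of epithelium, which would raise all other cell types, might also contribute. The list that rose least was adipose (median -0.134, *Fabp4* 0.64 at 12.1), whose genes range from -0.279 to 0.64 and overlap those of the other lists, so this cannot be told apart either. Skin or hair carried into the samples is argued against, since 1 of the 9 keratinocyte genes (*Lgals7*) was more than 1.5-fold higher and the most abundant, *Trp63*, changed by -0.28 (5 of 9 were above background on all WT CONT arrays). A direct action of PCN through another receptor was not tested.

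Between the CONT groups, DNA of another strain around the deleted gene is a candidate explanation for some of the differences, as called genes were denser within 20 Mb of *Nr1i2* than elsewhere (1-sided Fisher exact p 0.000276). It covers 5 of the 38 genes, and the files do not say from which strain the deletion came. The study describes the *Pxr*-/- mice as backcrossed to C57Bl/6J, without the number of generations. Another C57BL/6 substrain in one of the colonies is argued against as far as *Nnt* shows it, since *Nnt* differed by 0.129 without PCN (SE 0.17, adjusted p 0.912) and by 0.477 with PCN (SE 0.179, adjusted p 0.456), each less than the 2-fold set beforehand. Whether its probe lies in the part lost in that substrain is unknown. More or fewer Peyer patches in one of these groups are argued against, with the largest absolute difference among the B cell genes at 0.329. Breeding origin stays confounded with genotype.

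*Nr1i2* itself was only 0.41 lower (log2) in the arrays labelled *Pxr*-/-, with overlapping ranges. The part of the gene removed and the place of the probe relative to it were not analysed here, so the value says nothing for or against the labels, and no explanation was tested.

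*Cyp2c55* in *Pxr*-/- PCN was at 8.91, 9.91 and 9.86 on the 3 arrays of wash batch 2 and at 7.90, 6.84 and 7.34 on the 3 of wash batch 1. With 3 arrays in each, a 2-sided exact test cannot go below 0.1, and none was run.

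The number of genes raised by PCN in WT was 176 in the ileum here. The study's number, which is for liver, is higher.

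The number of genes raised by PCN in WT alone was 90 in the ileum here. The number that the study gives for liver is higher.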
